A study of Mus musculus with 4 samples. Its data were reported in "Epithelial HO-1 regulates iron availability and promotes colonic tumorigenesis in a context-dependent manner" (2025).

How the data were processed

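Colonic tumors had been induced in mice with azoxymethane (AOM), a carcinogen, and repeated rounds of dextran sulfate sodium (DSS), a polymer in the drinking water that injures the colonic epithelium. Control mice carried loxP-flanked alleles of Hmox1, the gene of heme oxygenase 1, and KO mice lacked Hmox1 in the intestinal epithelium through Cre recombinase under the Villin promoter. Per the labels and the methods of the study, tumors were collected on day 80 and pooled within each mouse (the series text instead speaks of pooling by genotype), dissociated with collagenase IV and DNase, and sorted for live (7AAD-negative) cells. Libraries were made with the 10x Genomics Next GEM 3′ v3 kit, which counts unique molecular identifiers (UMIs) near the 3′ end of transcripts. The submitters' processing notes name Cell Ranger 7.0 and the mm10 genome; the annotation release and the handling of intronic reads are not given in the sources used here. The matrices deposited by the authors hold raw UMI counts per gene and barcode, with no filter on cells, no normalization and no doublet removal.

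The series has 4 samples, and 3 libraries were analysed: control B, KO A and KO B, each from a separate mouse. Control A was not analysed here. Groups and letters come from the sample titles. Each matrix lists 32285 genes. Totals were 110720757 UMIs in control B, 89025203 in KO A and 99261779 in KO B, with 25184, 24822 and 25168 genes having at least 1 UMI. Gene positions were taken from a GENCODE annotation of mm10, in which 32158 of the 32285 identifiers (99.6%) were found and 31436 (97.4%) carried the same symbol.

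Cells were kept with at least 300 genes and at most 15% mitochondrial UMIs, the limits stated by the study. In control B, KO A and KO B, 7047, 10187 and 7300 barcodes (24534 in all) had at least 300 genes, and 6275, 9636 and 6751 (22662 in all) passed both limits. DoubletFinder, the caller of the study, was not used. The automatic threshold of Scrublet in scanpy marked 77 cells (0.340%), too few for a working caller, so, by a choice made after the data were examined, cells were ranked by the share of simulated doublets among 100 neighbors and removed at a rate of 0.8% per 1000 cells. This removed 315, 743 and 365 cells (5.02%, 7.71% and 5.41%) and left 5960, 8893 and 6386 cells, 21239 in all. The median cell had 8692.5, 5433 and 7054 UMIs and 1735, 1351 and 1647.5 genes.

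Libraries were integrated with anchors in Seurat 5.3.0 (R 4.3.3) on 2000 variable genes and clustered on 30 principal components at a resolution of 0.45, the settings of the study, which gave 19 clusters. Clusters were named from marker lists and merged into 10 classes. A cluster of cycling cells with mast cell markers stayed unnamed. The authors' own cell annotation was not used here, so names were rebuilt, stand for cells with the markers of that type (neutrophil-like and so on), and may differ from those of the study. Clustering without integration (Leiden in scanpy 1.11.5) put 20978 of 21239 cells (98.8%) in the same class.

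UMI counts were summed over the cells of a class in each library, and the 2 KO sums were compared with the control sum by the quasi-likelihood test of edgeR 4.0.16 with TMM scaling, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The study used MAST on single cells, which takes cells as replicates, whereas mice are the replicates here. This leaves 1 residual degree of freedom, and the lone control library is assumed to vary like the KO libraries. An exact permutation test over 3 libraries could not go below p = 0.33 and was not run. CPM values of genes are TMM-scaled unless called raw, log2 fold changes are edgeR values of KO over control, and standard errors are those of DESeq2 1.42.0, run as an alternative test. Values of single libraries on the log2 scale are log2 CPM with a prior count of 2. A gene called higher or lower in both KO libraries lay above or below control B in each of them on that scale. Epithelial changes beyond those in the other cells were tested as an interaction of class and genotype with library as a block.

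In total, 27 gene lists were tested in epithelial cells with camera (limma 3.58.1) on log2 CPM with a preset correlation between genes of 0.01, and again with an estimated correlation. The same camera test in the other classes was chosen after the data were examined. Lists of genes named by the study and markers of cell types were described by counts and medians. The genes named in the text follow a rule: Hmox1, the genes the study names, and in epithelial cells the 10 genes per direction (5 in other classes) with the largest log2 fold change at an adjusted p under 0.05, a mean CPM of at least 50 and both KO libraries on the same side. Where fewer passed, genes that did not pass were added if the KO libraries lay within 2-fold of each other. Genes without a symbol, Y-linked genes and Xist were passed over, and 2 to 4 members of a list are named by size. The groups, the class markers, the lists, this rule, the main tests and most alternatives were fixed before the data were examined. Exceptions are named where they occur. A gene that the rule selects in monocytes and macrophages is not reported here.

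RNA free in the droplets (ambient RNA) was profiled in each library from barcodes with 1 to 100 UMIs. Its share of the epithelial UMIs was set from Csf3r, Cxcr2, Retnlg and Il1r2, which are neutrophil genes, and came to 7.52%, 12.0% and 7.83%. Shares of cells have exact (Clopper-Pearson) 95% intervals, which cover counting error only. Cycling cells were those with at least 1 UMI of Mki67 or Top2a after thinning each cell to 2000 UMIs.

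Alternatives were at least 500 genes, at most 10% mitochondrial UMIs, doublets kept, clusters without integration, DESeq2 size factors, no filter on low counts, DESeq2, ambient RNA subtracted, the largest epithelial subcluster, cells with an Epcam UMI, epithelial sums thinned to the smallest total, and either KO library left out. Others were added after the data were examined: doublets by the score of Scrublet, epithelial cells with no neutrophil marker UMI, neutrophils with at most 20 hemoglobin UMIs, neutrophils without the 1% richest in granule transcripts (Camp, Ngp and Ltf), neutrophils without the cluster, made without integration, that is richest in them, and equal weight for each cluster, in neutrophils also for clusters made without integration. Equal weight here means equal between libraries: each cluster was thinned to its smallest library total before the clusters were summed. Clusters still differed in weight from one another, and a cluster with few cells in any library weighed little.

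The edgeR step was tested on simulated data in which 200 genes were changed. At 2-fold it recovered 46% of them in the epithelial design, 55% in neutrophils, 77% in monocytes and macrophages and 75% in T and NK cells; at 4-fold it recovered 99%, 100%, 100% and 100%. Of 151, 162, 185 and 184 calls, 6, 7, 8 and 9 were false. The simulated counts were drawn with the fitted dispersion alone, and the changed genes lay above a minimum mean CPM, so these rates need not hold for real changes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.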

Results

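Single-cell RNA sequencing was used to ask how colonic tumors change, cell type by cell type, when heme oxygenase 1 is missing from the intestinal epithelium. Live tumor cells from 1 Hmox1 fl/fl mouse (control B) and 2 Hmox1ΔIEC mice (KO A and KO B) were compared on day 80. Control B contributed 5960 cells with 82955155 UMIs, KO A 8893 cells with 71956836 UMIs and KO B 6386 cells with 76136810 UMIs. Where 3 values follow one another, they are those of control B, KO A and KO B in this order, in CPM for genes, and log2FC is the log2 fold change of KO over control. The libraries came from separate mice, but with a single control the spread between control mice was not measured, and an exact permutation test over 3 libraries cannot go below p = 0.33.

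The libraries also differed in RNA that marks the sex of the mouse. Xist, which silences an X chromosome in female cells, stood at raw CPM values of 451, 1.89 and 1.98 over all cells. The Y-linked genes Eif2s3y (0.0121, 64.1 and 61.5) and Uty (0.0241, 82.9 and 81.5) had the reverse pattern. Control B thus had the RNA pattern of a female and both KO libraries that of males, so every comparison of genotypes below is also a comparison of sexes.

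Hmox1 itself, which encodes the enzyme that splits heme into biliverdin, iron and carbon monoxide, was read mainly from myeloid cells. It lies on chromosome 8 at 75093621 to 75100589 (mm10, plus strand, ENSMUSG00000005413) and has 5 exons. In raw CPM, monocytes and macrophages had 121, 222 and 142, neutrophils 77.0, 149 and 154, and epithelial cells 7.56, 12.5 and 6.83. Epithelial Hmox1 did not differ between genotypes by edgeR (log2 fold change 0.43, SE 0.58, adjusted p = 0.94). KO A lay above control B by 0.80 and KO B below it at −0.11. The epithelial signal rested on 190, 194 and 130 UMIs, of which free RNA accounted for an estimated 45.5%, 75.2% and 77.2%. After subtraction of that estimate, the residual was 4.12, 3.10 and 1.56 raw CPM, a log2 fold change of −0.68 with an edgeR adjusted p of 0.97. At least 1 Hmox1 UMI was found in 14.4%, 12.6% and 11.4% of epithelial cells (median depth 29223, 10324 and 28412 UMIs), against 2.42%, 3.46% and 2.08% of T and NK cells (9793, 7003.5 and 8645 UMIs). Which exons are flanked by loxP sites is not given in the sources used here, so a 3′ tag can lie outside the deleted part, and these values do not check the genotype labels. For the deletion the study cites its own RT-qPCR of Hmox1 in sorted colonic epithelial cells of both genotypes, which was not examined here.

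**Figure D1:**
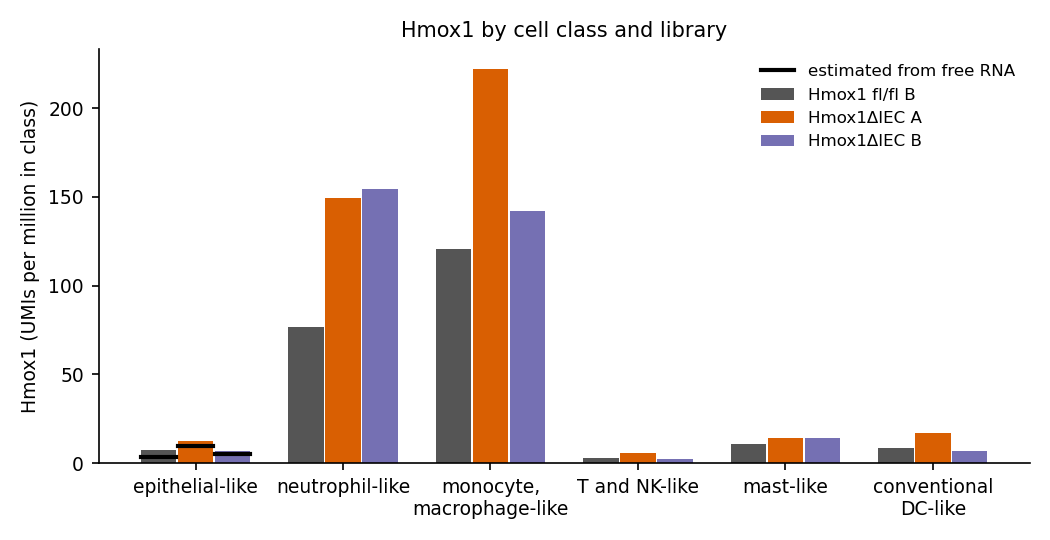
Raw CPM of Hmox1, UMIs scaled to the total of the class (y axis), in 6 cell classes (x axis), with a bar for each library, and black lines over the epithelial bars give the level estimated from free RNA. The epithelial bars stand at 7.56, 12.5 and 6.83, far under those of monocytes and macrophages at 121, 222 and 142.

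Neutrophils made up most of the sorted live cells in every library, and epithelial cells formed a smaller part of the KO libraries. Neutrophils had shares of 59.1%, 65.0% and 56.2%, so that control B lay between the KO libraries. Epithelial cells accounted for 11.7% (95% interval 10.9 to 12.5) of cells in control B, 7.07% (6.55 to 7.63) in KO A and 8.13% (7.47 to 8.82) in KO B, a KO mean of 7.60% ± 0.745 (SD, n = 2). T and NK cells had 11.1%, 12.03% and 15.03%, and monocytes and macrophages 9.85%, 8.68% and 6.34%. Mast cells, which release histamine and proteases, stood at 2.47% and 2.84% in control B and KO A and at 6.80% (6.19 to 7.44) in KO B. B cells (1.44%, 1.16% and 3.10%), conventional dendritic cells (2.33%, 1.56% and 2.58%) and basophils (0.487%, 0.742% and 0.485%) in control B lay within the KO range. Plasma cells (0.638%, 0.247% and 0.329%) and plasmacytoid dendritic cells (0.520%, 0.4498% and 0.251%) were few, at 38, 22 and 21 cells for the former. No share was tested, and dissociation and the live-cell sort can set such shares.

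**Figure D2:**
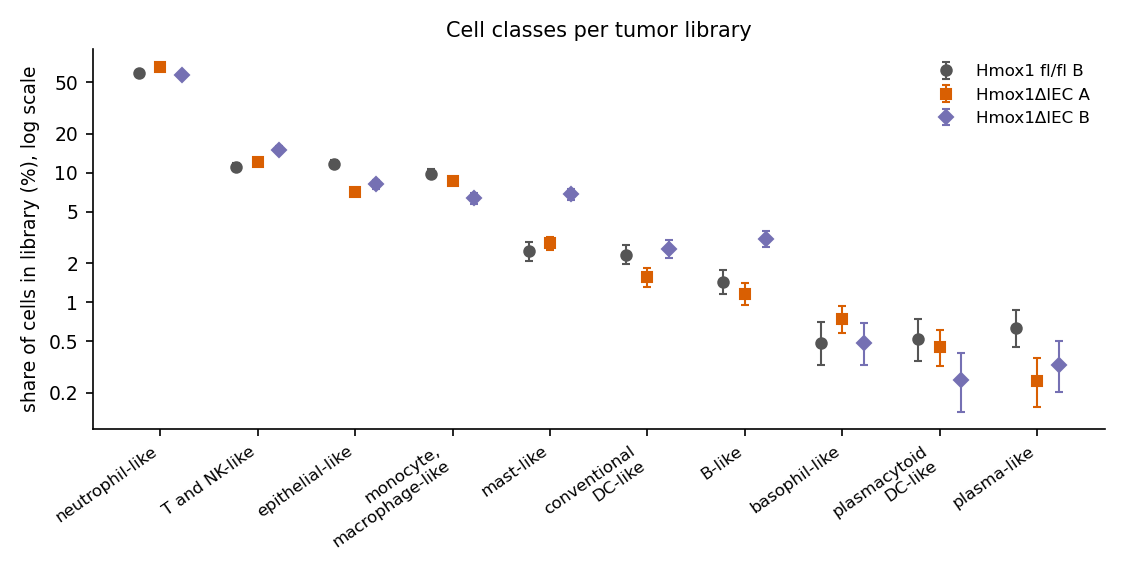
Share of cells per class (y axis, percent, log scale) for each library, with bars for exact 95% binomial intervals, which cover counting error only. Epithelial cells stand at 11.7% in control B and at 7.07% and 8.13% in the KO libraries, and mast cells at 6.80% in KO B.

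In epithelial cells, the main question was which genes change when the epithelium loses Hmox1. Of the genes the rule selects, Reg3g had the largest difference upward and Defa30 the largest downward. Reg3g, an antimicrobial lectin, went from 68.3 CPM in control B to 485 ± 222 in KO (SD, n = 2, log2FC 2.83, SE 0.81). Clca4b, of a family of chloride channel regulators, went from 118 to 460.1 ± 80.0 (log2FC 1.96, SE 0.25), and Saa1, an acute phase protein, from 227 to 699.7 ± 143 (log2FC 1.62, SE 0.25). Defa30, an α-defensin, went from 713 to 154 ± 19.0 (log2FC −2.21, SE 0.23). None of these passed the edgeR test, with adjusted p values of 0.66, 0.31, 0.53 and 0.14. DESeq2, the alternative test, called Clca4b, Saa1 and Defa30 but not Reg3g.

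Of 16834 genes tested in epithelial cells by edgeR, 5 changed, and 4 of them are sex-linked: Eif2s3y, Uty and Kdm5d rose and Xist fell. The other was Dclk1, a kinase that marks tuft cells, which rose from 3.20 CPM to 49.9 ± 3.36 (SD, n = 2, log2FC 3.96, SE 0.35, adjusted p = 0.038). Its mean level lies under the minimum of the rule for named genes, so it was chosen after its values were seen. At an unadjusted p under 0.05 there were 867 of the 16834 genes, near the share of 0.05 that would pass with no change at all. DESeq2 called 77, with 60 higher and 17 lower. The Dclk1 call ended when cells were limited to 10% mitochondrial UMIs (5.56, edgeR adjusted p = 0.74), with doublets kept (3.88, 0.26), with doublets ranked by the score of Scrublet (3.54, 0.75), with DESeq2 size factors (3.96, 0.053) and in the largest epithelial subcluster (4.08, 0.055).

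The further genes of the rule, none of which passed by edgeR, had these levels. DESeq2 called some of them, such as Ly6m, Ly6g, Retnlb and Mptx1. Cxcl5, a neutrophil-attracting chemokine, stood at 124, 514 and 297 CPM (1.71), and Retnlb, a secreted antibacterial product of goblet cells, at 46.0, 259 and 149 (2.15). Clca4a was at 25.4, 76.9 and 123 (1.98), and 2 genes of the Ly6 surface protein family, Ly6m (26.5, 113 and 154, log2FC 2.33) and Ly6g (22.1, 108 and 86.5, log2FC 2.14), lay in the same direction. Ifit1bl1, of an interferon-induced family, was at 50.4, 172 and 103 (1.45), and Tnfaip2, induced by tumor necrosis factor, at 34.4, 121 and 61.5 (1.41), and free RNA covered an estimated 51.9%, 71.5% and 52.0% of the UMIs of the latter. On the lower side were Mptx1, a mucosal pentraxin (153, 66.5 and 48.5, log2FC −1.41), the α-defensin Defa32 (163, 74.5 and 76.3, log2FC −1.12), the trypsin inhibitor Spink1 (1325, 458 and 828, log2FC −1.04), the cell cycle inhibitor Cdkn1c (106, 42.9 and 61.5, log2FC −1.02) and Smoc2, expressed by intestinal stem cells (159.6, 62.1 and 106, log2FC −0.93). Naaladl2 (−0.89), the phosphodiesterase Pde3a (−0.88), the X-linked histone demethylase Kdm6a (−0.88) and Wdr89 (−0.86) completed the list, and edgeR adjusted p values ranged from 0.31 for Ly6g and Ly6m to 0.93 for Tnfaip2, Spink1, Smoc2 and Naaladl2. Defa30 and Defa32 have near-identical copies, as do Clca4a and Clca4b, so their UMIs are uncertain. In the largest epithelial subcluster the direction of Spink1 turned (1.30), as it did in epithelial cells with no neutrophil marker UMI (1.03), where Defa32 (1.90) and Mptx1 (6.26) turned too. The value for Mptx1 there was fitted against almost no UMIs in control B and depends on the prior count.

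**Figure D3:**
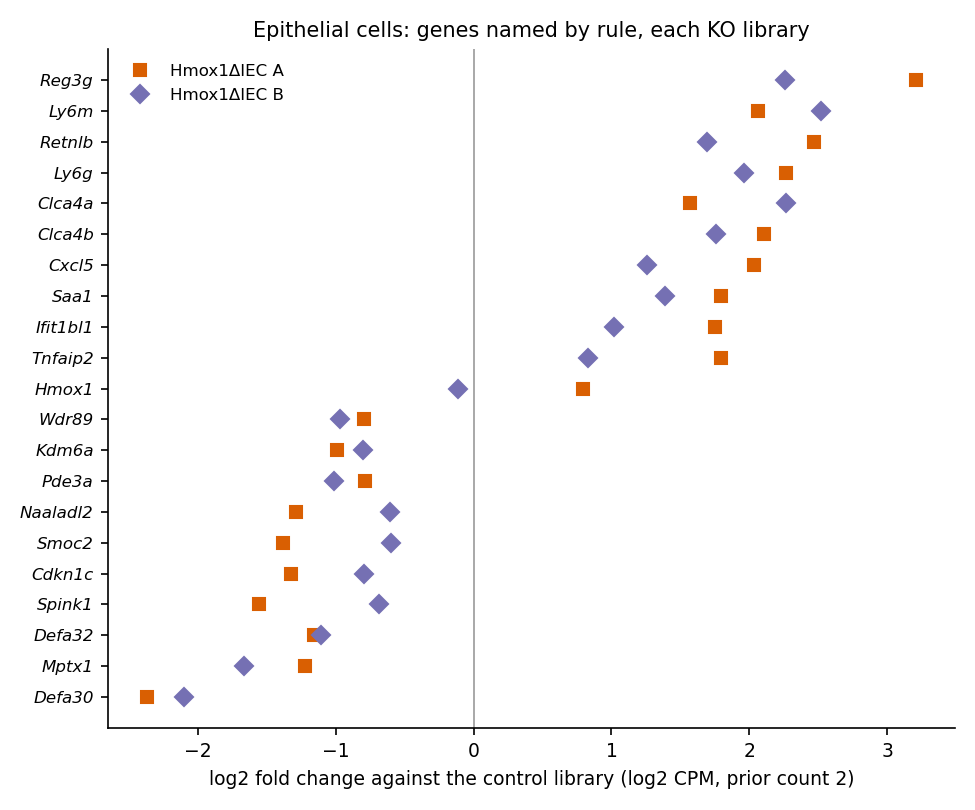
Log2 fold change of each KO library against control B (x axis, log2 CPM with a prior count of 2) in epithelial cells for the genes named by rule (y axis). Of the genes shown, Hmox1 is the one whose KO libraries lie on both sides of 0, and none passed the edgeR test.

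These genes have the following positions in mm10. Dclk1 (ENSMUSG00000027797) spans 55242364 to 55539068 on chromosome 3, where Clca4b (ENSMUSG00000074195) lies at 144910921 to 144932529. Reg3g (ENSMUSG00000030017) is at 78466269 to 78468872 on chromosome 6, Saa1 (ENSMUSG00000074115) at 46740497 to 46742980 on chromosome 7 and Defa30 (ENSMUSG00000074444) at 21134642 to 21135598 on chromosome 8.

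Genes of oxidative stress, growth arrest, inflammation and repair, taken from the text of the study with the direction given there, mostly lay on the stated side when higher in KO was stated. Duox2 and Duoxa2, which form an enzyme that makes hydrogen peroxide, stood at 96.3, 181 and 150.1 CPM (0.78) and at 84.7, 184 and 139.8 (0.93). Krt20, a keratin of differentiated colonocytes, was at 62.2 CPM in control B and 163 ± 8.59 in KO (SD, n = 2, log2FC 1.39, SE 0.24, edgeR adjusted p = 0.32). Both KO libraries lay on the stated side for 37 of 47 genes: 32 of 34 when higher was stated and 5 of 13 when lower was stated. The study chose these genes by a test on single cells over these libraries and control A, which was not analysed here. The count is thus not independent evidence of direction, and it is not a like comparison with the study. Over all genes tested by edgeR none of the 47 passed. DESeq2 called some of them, such as Clca4b, Saa1, Cxcl5, Krt20 and Plat.

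Within these groups, counts adjusted over the list alone, here each group by itself, are likewise not independent evidence. Adjusted over all 47 genes together, Nos2 (edgeR adjusted p = 0.091), Anxa1, Tnfaip2 and Cldn4 (0.086 each) no longer passed. All 3 genes of reactive oxygen production passed over the list alone (median 0.78), with nitric oxide synthase Nos2 at 51.2, 90.8 and 68.0 CPM. For redox buffering (median 0.79), 6 of 7 genes were higher in both KO libraries and 2 passed over the list alone. The peroxiredoxin Prdx6 was at 386, 707 and 631, thioredoxin reductase Txnrd1 at 185, 319.6 and 274, and the cystine transporter Slc7a11 at 148, 352 and 179. Growth arrest and apoptosis genes (median 0.54) were higher in both for 7 of 7 with 2 passing, Pmaip1 and Gsdmd, the pore former of pyroptosis (42.6, 84.9 and 66.3). Cdkn1a, the p21 inhibitor of cell cycle kinases, did not pass (178, 227 and 229.6). Inflammatory genes (median 1.56) were higher in both for 5 of 6 with 3 passing, and injury and repair genes (median 0.83) for 11 of 11 with 7 passing, such as Plat, tissue plasminogen activator (141, 289 and 253), and Anxa1, annexin A1 (350.4, 859 and 534). The genes stated as lower in KO passed in no case over the list alone. Iron, remodeling and invasion genes had a median of −0.05 (2 of 6 lower in both KO libraries and 2 higher), antioxidant defense −0.07 (2 of 3 lower, 1 higher) and proliferation 0.03 (1 of 4 lower, 1 higher). Spp1, osteopontin, stood at 119.8, 64.4 and 24.6 (−1.43), with an estimated 15.4%, 92.0% and 77.5% of its UMIs from free RNA, and passed once that was subtracted (−4.19, edgeR adjusted p = 0.0070), whereas Lcn2, lipocalin 2 (323, 507 and 371), and Agr2, a disulfide isomerase of secretory cells (762, 903 and 1306), lay higher in KO. Mki67, a proliferation marker, was at 75.1, 72.5 and 61.1 (−0.17). For Slc7a11, Ccl3, Il1a, Il1b, Ptgs2 and Tnfaip2, at least 40% of the epithelial UMIs in each library were attributable to free RNA. Of the KO A difference of Cdkn1a, free RNA covered an estimated 77.2%. With free RNA subtracted the log2 fold changes of Il1a (−0.32), Il1b (−11.82), Ptgs2 (−0.08), Dusp1 (−0.32) and Gadd45b (−0.23) turned. For Il1b the free RNA estimate covered 93.6% of the UMIs in control B and all of them in both KO libraries, so its fitted value depends on the prior count and does not measure a size.

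Of 27 gene lists fixed beforehand, 15 lay higher and 3 lower in KO epithelium by camera with a preset correlation of 0.01, led by antimicrobial genes. With an estimated correlation, which rests on 1 residual degree of freedom, each of these 18 lists had an adjusted p of 0.781 and no list had an unadjusted p under 0.05. Antimicrobial genes were higher in both KO libraries for 12 of 13 members (median 0.78, camera adjusted p = 5.9e-06, or adjusted p = 0.781 with an estimated correlation), and 7 passed adjusted over the list alone. Of the 13, 6 (Duox2, Duoxa2, Nos2, Saa1, Dmbt1 and Lcn2) are also genes taken from the study. Reg3b, a lectin like Reg3g, was at 9.96, 209.6 and 54.1 CPM. Colonocyte differentiation genes (median 0.56, 13 of 23 higher, 3 lower, camera adjusted p = 0.0023) included Lypd8, which keeps flagellated bacteria from the epithelium (2449.7, 5140.4 and 3147), and Cdhr5, a brush border protocadherin (106, 187 and 170.4). Adjusted over the list alone, 4 of the 23 passed upward and 1 downward. Lypd8 and Cdhr5 are also genes taken from the study, and the overlap of the remaining lists with such genes is not given here. Regenerative and fetal-like genes (median 0.55, 9 of 15 higher, camera adjusted p = 0.0023) included Ly6a, the marker Sca-1 (375, 931 and 520.2), with medians of 0.79 in KO A and 0.31 in KO B. Goblet and secretory genes (median 0.42, 11 of 15 higher, camera adjusted p = 0.0023) were led by KO B, with a median of 0.63 there and 0.05 in KO A, and by Ang4, an antimicrobial ribonuclease (579, 605 and 1321), and the call ended in the largest epithelial subcluster (median 0.11, tested lower, camera adjusted p = 0.35).

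Lists of stress, inflammation and metabolism were called as well. NRF2 targets, which answer oxidants, had a median of 0.26 (16 of 22 higher in both KO libraries, 1 lower, camera adjusted p = 0.0022, or adjusted p = 0.781 with an estimated correlation, as for each list named with a camera call here), with the ferritin light chain Ftl1 at 1225, 1602 and 1558 CPM. The unfolded protein response had a median of 0.21 (16 of 18 higher, camera adjusted p = 0.0012), with the secreted chaperone Manf at 199, 289.7 and 274. NF-kB and cytokine genes (median 0.44, 13 of 20 higher, camera adjusted p = 0.0012) included the chemokine Cxcl3 (44.6, 189 and 69.7), and interferon response genes (median 0.45, 12 of 24 higher, camera adjusted p = 0.0041) included Isg15 (29.4, 79.8 and 48.7). Ferroptosis (median 0.18, 17 of 28 higher, camera adjusted p = 0.011), glutathione metabolism (median 0.16, 16 of 31 higher, camera adjusted p = 0.042), hypoxia and glycolysis (median 0.16, 10 of 19 higher, camera adjusted p = 0.045), apoptosis and pyroptosis (median 0.12, 11 of 19 higher, camera adjusted p = 0.045) and nuclear genes of oxidative phosphorylation (median 0.12, 52 of 75 higher, camera adjusted p = 0.0023) had small medians, and the glycolytic enzyme Eno1 was at 109.7, 206 and 191. Neutrophil activation (median 0.63, 12 of 21 higher, camera adjusted p = 0.013) and T cell function genes (median 0.32, 8 of 19 higher, camera adjusted p = 0.013) lay higher mainly in KO A, with medians of 0.95 and 0.77 there against 0.13 and 0.12 in KO B. Medians in KO A also lay above those in KO B for the NF-kB list (0.54 and 0.13), interferon response (0.67 and 0.28), apoptosis and pyroptosis (0.42 and 0.08), glutathione metabolism (0.22 and 0.07), hypoxia and glycolysis (0.17 and 0.04) and oxidative phosphorylation (0.17 and 0.03).

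Lists of stem cells and division lay lower. Stem cell and Wnt targets had a median of −0.21, with 15 of 22 genes lower in both KO libraries and 1 higher (camera adjusted p = 0.016, or adjusted p = 0.781 with an estimated correlation). Lgr5, the receptor that marks intestinal stem cells, stood at 226, 90.9 and 158 CPM, and the Wnt inhibitors Rnf43 and Notum at 285, 163 and 216 and at 174, 91.8 and 144. Genes of G2 and M phase (median −0.17, 26 of 52 lower, 7 higher, camera adjusted p = 0.020) and of S phase (median −0.10, 23 of 42 lower, 5 higher, camera adjusted p = 0.049) moved little, with Top2a at 90.2, 98.8 and 55.8 and the histone chaperone Nasp at 104, 97.8 and 89.2. Both calls are lost with an estimated correlation (adjusted p = 0.781). The medians of these lists differed between the KO libraries, at −0.38 in KO A and −0.08 in KO B for stem cell and Wnt targets, −0.01 and −0.30 for G2 and M phase, and −0.02 and −0.23 for S phase. With free RNA subtracted, 8 of the 18 camera calls ended: NF-kB (median −0.03 there), ferroptosis, neutrophil activation, T cell function, apoptosis, stem cell and Wnt targets, and both cell cycle lists. At 10% mitochondrial UMIs, 6 ended: glutathione metabolism, S phase, interferon response, stem cell and Wnt targets, hypoxia and glycolysis, and apoptosis and pyroptosis. With doublets kept, the S phase median turned to 0.01 and the G2 and M phase call ended. In epithelial cells with no neutrophil marker UMI, the calls of colonocyte differentiation and T cell function ended and MHC class II was newly called.

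The 9 remaining lists were not called. Heme and iron handling had a median of 0.10, with 11 of 28 genes higher in both KO libraries and 5 lower (camera adjusted p = 0.26). The ferritin heavy chain Fth1 was at 3376, 4466 and 3927 CPM and the biliverdin reductase Blvrb at 131, 139 and 163. Medians were 0.08 for p53 targets (camera adjusted p = 0.34), 0.08 for immediate early genes (0.23), 0.37 for MHC class II (0.55) and 0.05 for cytosolic ribosomal proteins (0.12). The KO libraries lay on opposite sides for MHC class II (0.84 in KO A and −0.39 in KO B, with 0 of 6 genes on the same side in both) and for immediate early genes (−0.24 and 0.23). The median, mean and test differed in sign for macrophage polarization (median 0.19, mean −0.15, tested lower, 0.24), heat shock (median −0.03, tested higher, 0.87), mesenchymal transition (median 0.09, mean −0.02, tested higher, 0.65) and mitochondrially encoded genes (median −0.01, tested higher, 0.65).

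**Figure D4:**
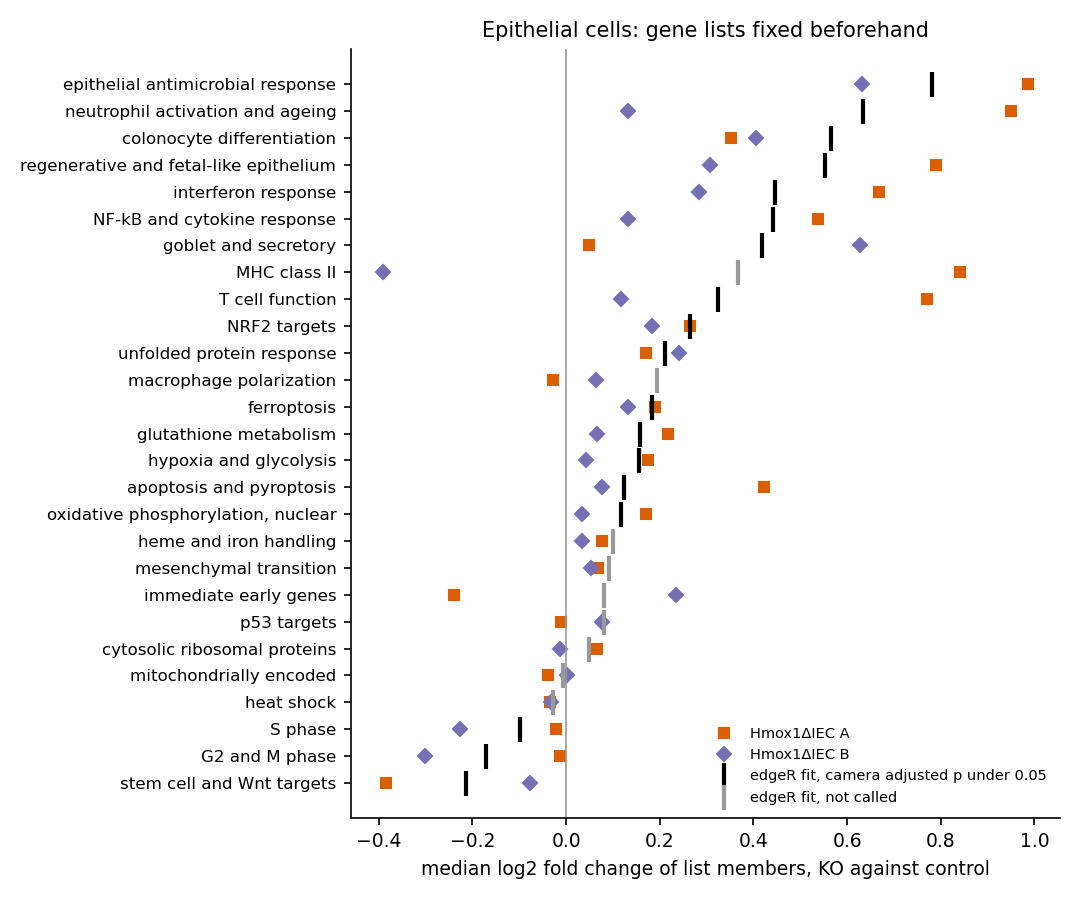
Median log2 fold change of the members of 27 gene lists in epithelial cells, KO against control (x axis), where colored points are the KO libraries and vertical bars the edgeR fit, black where camera called the list. Antimicrobial genes lie at 0.78 and stem cell and Wnt targets at −0.21.

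Markers of other cells were measured in the same epithelial sums. Markers of T cells were higher in both KO libraries for 11 of 14 genes (median 1.502, 1 passed adjusted over the list alone) and those of mast cells for 7 of 7 (median 0.98, 2 passed). Macrophage markers were lower in both for 6 of 10 genes and higher for 3 (median −0.72, 5 passed as lower), with the complement component C1qa at 17.1, 3.75 and 3.45 CPM. Neutrophil markers had medians of 0.996 in KO A and −0.22 in KO B. The estimated share of free RNA in epithelial UMIs was 7.52%, 12.003% and 7.83%, and median depth was lowest in KO A. Epithelial markers themselves were higher in both KO libraries for 11 of 12 genes (median 0.37), such as keratin 8 (Krt8, at 2027, 2999.7 and 2686).

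Cycling epithelial cells, those with a UMI of Mki67 or Top2a at a depth of 2000 UMIs, made up 11.1% (8.69 to 14.0) in control B, 8.33% (6.17 to 10.96) in KO A and 10.3% (7.70 to 13.4) in KO B. The intervals overlapped and cover counting error only, and the difference was not tested. Control B had the highest share in each of 8 settings, with 7.05%, 4.99% and 4.62% when cells were thinned to 1000 UMIs. In neutrophils, which do not divide, the same measure gave 1.96%, 2.73% and 2.99%. Thinning left out 121, 77 and 42 epithelial cells, and without it the shares were 30.9%, 24.6% and 30.1%.

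When epithelial changes were set against those in all other cells of the same libraries, edgeR called 0 of 19864 genes. At an unadjusted p under 0.05 there were 1050, near the share of 0.05 that would pass with no change at all. DESeq2 was not run for this comparison.

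In neutrophils, the most numerous cells of the tumors, edgeR called more genes than in any other class tested, and Camp, Ngp and Ly6g were among those that fell. A cluster made without integration held 93.6%, 19.0% and 29.2% of the UMIs of the granule genes Camp, Ngp and Ltf. It held 207, 11 and 6 cells, and Ifitm6, Ly6g, Lcn2 and Retnlg were also among the genes that led it. Without that cluster Camp was no longer called, so the fall of Camp does not describe neutrophils at large. For Ngp, Ly6g and Ifitm6, values without the cluster are not given here, so cluster mix and levels within cells are not separated. Camp, the granule peptide cathelicidin, fell from 364 CPM in control B to 4.85 ± 1.15 in KO (SD, n = 2, log2FC −6.24, SE 0.28, edgeR adjusted p = 1.0e-05), and Ngp, neutrophilic granule protein, from 887 to 17.2 ± 12.1 (log2FC −5.69, SE 1.24, 0.0013). Ly6g, a surface marker of mature neutrophils, fell from 241 to 29.0 ± 11.3 (log2FC −3.06, SE 0.33, 0.0022). Dusp2, a phosphatase of MAP kinases, rose from 83.5 to 312 ± 99.6 (log2FC 1.90, SE 0.30, 0.014), and Ints6, a subunit of the Integrator complex that processes RNA, from 89.1 to 322 ± 6.93 (log2FC 1.85, SE 0.24, 0.0036).

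In all, edgeR called 482 of 13616 genes in neutrophils, 176 higher and 306 lower. Of these, 6 were counted as sex-linked, among them Xist, Ddx3y, Eif2s3y, Uty and Kdm5d, and 476 were not so counted. Other genes of the rule were Ifitm6 (635, 79.4 and 97.9 CPM, log2FC −2.84) and Ly6c2, a Ly6 protein of monocytes and young neutrophils (253, 34.3 and 36.5, log2FC −2.84), which fell, and Hivep2, a zinc finger factor (18.8, 49.2 and 86.1, log2FC 1.85), Bcl2a1a, of an antiapoptotic family with near-identical copies (122, 334 and 452, log2FC 1.68), and Creb5, a transcription factor (89.8, 269 and 271, log2FC 1.59), which rose. Chosen after their values were seen, the abundant transcripts Retnlg (15326, 2375 and 2551, log2FC −2.64, edgeR adjusted p = 6.6e-05) and S100a9, a subunit of calprotectin (121589, 49737 and 53605, log2FC −1.23, adjusted p = 0.0013), also fell. Hmox1 stood at 88.0, 139 and 145 (0.69) and did not pass (edgeR adjusted p = 0.10). Camp lies on chromosome 9 at 109847379 to 109849617 (ENSMUSG00000038357), Ngp at 110419747 to 110423012 of the same chromosome (ENSMUSG00000032484), Ly6g on chromosome 15 at 75155240 to 75159126 (ENSMUSG00000022582) and Ints6 on chromosome 14 at 62676330 to 62761169 (ENSMUSG00000035161).

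**Figure D5:**
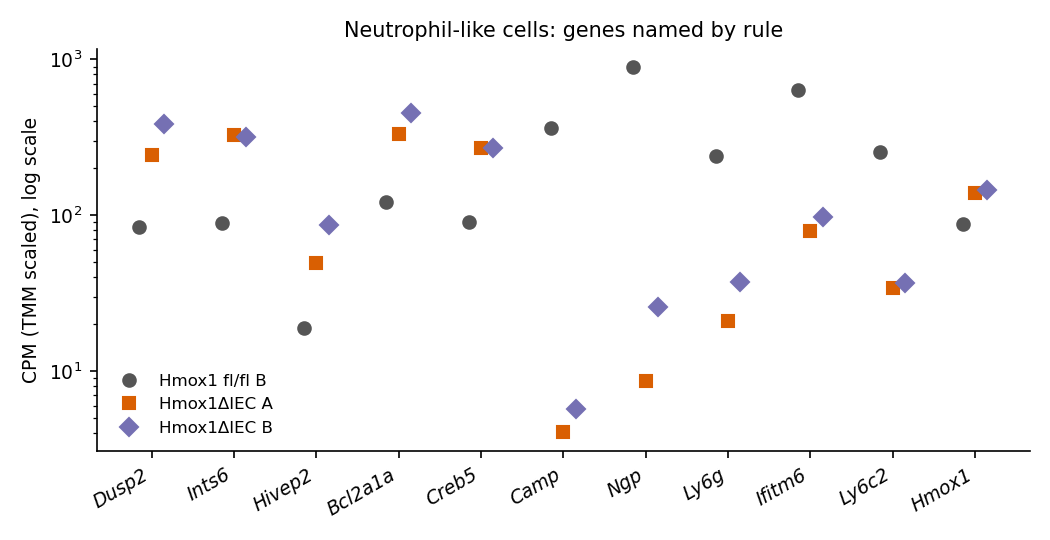
TMM-scaled CPM (y axis, log scale) of 11 genes named by rule in the neutrophils of each library (x axis, genes). Camp stands at 364 in control B and at 4.04 and 5.67 in the KO libraries, whereas Ints6 stands at 89.1 against 327 and 317. In control B, 93.6% of the Camp, Ngp and Ltf UMIs lay in a single neutrophil cluster made without integration.

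Among gene lists in neutrophils, tested with camera by a choice made after the data were examined, mitochondrially encoded genes lay lower for 13 of 13 members (median −0.78, camera adjusted p = 8.0e-06, or adjusted p = 0.958 with an estimated correlation, as for every list called in neutrophils). Of these, 6 fell over all genes and 11 passed adjusted over the list alone. For example, mt-Co3, a subunit of cytochrome oxidase, fell from 1651 to 864 and 923 CPM. The unfolded protein response lay higher (median 0.57, 13 of 18 higher in both KO libraries, 3 lower, camera adjusted p = 0.034), with 4 members that rose and 8 that passed adjusted over the list alone, among them the chaperones Hspa5 (399, 801 and 744) and Hsp90b1 (38.2, 75.7 and 70.4). MHC class II genes were higher for 6 of 6 (median 0.77, camera adjusted p = 0.0086). Conventional dendritic cell markers, 3 of which are MHC class II genes, were higher in the same sums for 6 of 8 (median 0.93, 5 passed adjusted over the list alone), with Clec9a at 1.41, 3.74 and 3.63 CPM. Interferon response genes were lower for 13 of 22 (median −0.29, camera adjusted p = 0.034), and stem cell and Wnt targets for 15 of 21 (median −0.46, camera adjusted p = 0.0034). Erythroid markers were lower for 4 of 4 (median −3.55). Neutrophils with more than 20 hemoglobin UMIs numbered 20, 16 and 1 and held 99.4%, 97.3% and 60.2% of the hemoglobin UMIs, so this value rests on few cells. Neutrophil activation genes were not called (median −0.19, camera adjusted p = 0.13), with 3 members that rose, such as the adhesion molecule Icam1 (124, 228 and 319), and 7 that fell, such as Lcn2 (2415, 552 and 673). Different clusters held most neutrophils: the largest was led by Retnlg and Mmp8 in control B and by Cxcl3 and Upp1 in both KO libraries, and their sizes were not compared because those genes differ. The 1% of neutrophils richest in Camp, Ngp and Ltf held 79.6%, 38.6% and 40.8% of the UMIs of these granule genes, so their values lean on few cells. With DESeq2 size factors 112 genes were called, and the calls for Dusp2, Hivep2 and Bcl2a1a ended (edgeR adjusted p = 0.078, 0.10 and 0.060). With equal weight for each cluster the camera calls of the unfolded protein response (0.14) and the interferon response (0.49) ended. With equal weight for clusters made without integration they ended too (0.36 and 0.064). Without the cluster of that kind richest in Camp, Ngp and Ltf UMIs, which held 93.6%, 19.0% and 29.2% of these UMIs, the unfolded protein response (camera adjusted p = 0.060) and Camp (−0.85, edgeR adjusted p = 0.17) were no longer called.

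Monocytes and macrophages were compared for the same reason, as cells of the same tumors in which Hmox1 was not targeted, and there MHC class II genes rose. H2-Eb1 rose from 1049 CPM to 2408 ± 142 (SD, n = 2, log2FC 1.20, SE 0.15), H2-Aa from 1238 to 2894 and 2635 (1.16) and H2-Ab1 from 1466 to 3314 and 3044 (1.12), each with an edgeR adjusted p of 0.043. These genes encode the chains that present antigen to helper T cells, and lie on chromosome 17 at 34305867 to 34316674, 34282744 to 34287823 and 34257689 to 34269419 (ENSMUSG00000060586, ENSMUSG00000036594 and ENSMUSG00000073421). All 7 MHC class II genes were higher in both KO libraries (median 1.10, camera adjusted p = 3.0e-06, or adjusted p = 0.945 with an estimated correlation, as for every list called in these cells), and 7 of 7 passed adjusted over the list alone. Markers of other cells moved in the same sums. Conventional dendritic cell markers, 3 of which are these MHC genes, were higher for 7 of 8 (median 0.89, 3 passed adjusted over the list alone), with Ccr7 at 7.51, 11.1 and 17.6 CPM. Monocyte markers were lower in both KO libraries for 7 of 8 genes (median −0.67, 5 passed adjusted over the list alone), and T cell markers higher for 12 of 12 (median 2.29, 7 passed). The monocyte cluster held 33.0%, 21.6% and 25.2% of this class, and its clusters were not given equal weight. Another mix of clusters thus cannot be told apart from a rise of MHC genes within cells.

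Of 13742 genes tested here by edgeR, 7 rose and 4 fell. Besides the MHC genes, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty rose, and Hbb-bt, Ngp, Trp53cor1 and Gm47283 fell. The latter 3 were chosen after their values were seen. Hbb-bt, a β-globin, fell from 213 CPM to 1.32 and 5.98 (−5.93, edgeR adjusted p = 0.045), and Ngp from 14.9 to 0.351 and 0.652. Cells with more than 20 hemoglobin UMIs numbered 1, 0 and 1, and the 1 such cell of control B held 97.8% of the hemoglobin UMIs there. Genes of the rule that did not pass by edgeR included Ramp3, a receptor-modifying protein (23.7, 78.6 and 58.5), Plet1 (24.2, 85.1 and 48.6), the acute phase gene Saa3 (237, 48.5 and 95.2), the heat shock gene Hspa1a (227, 68.1 and 119.5) and Kdm6a (93.3, 41.7 and 38.5). DESeq2 called Ramp3, Plet1 and Kdm6a. Hmox1 was at 119, 226 and 142 (0.63, edgeR adjusted p = 0.55). By camera, again chosen after the data were examined, oxidative phosphorylation genes lay higher (median 0.17, 63 of 72 higher, camera adjusted p = 6.9e-05) and heat shock genes lower (median −0.28, 8 of 11 lower, camera adjusted p = 0.023), as did those of G2 and M phase (median −0.40, 29 of 50 lower, camera adjusted p = 6.9e-05), with medians of −0.12 in KO A and −1.04 in KO B. T cell function genes (median 1.13, 14 of 18 higher, camera adjusted p = 6.5e-05) and stem cell and Wnt targets (median 0.68, 10 of 19 higher, camera adjusted p = 0.0049) lay higher, the latter with medians of 1.02 in KO A and 0.01 in KO B. All 5 had an adjusted p of 0.945 with an estimated correlation. The calls of the MHC genes and Hbb-bt ended with doublets kept (edgeR adjusted p = 0.081) and with clusters made without integration (0.17).

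In T and NK cells, ribosomal protein genes lay higher together in the KO libraries, while edgeR called no gene outside the sex chromosomes. Of 79 cytosolic ribosomal protein genes, 77 were higher in both KO libraries (median 0.37, camera adjusted p = 6.5e-20), such as Rps29 (4011, 6542 and 6463 CPM) and Rpl10 (983, 1741 and 1561), and 73 passed adjusted over the list alone. That list had an adjusted p of 0.996 with an estimated correlation, as had every list called in these cells. Other genes with transcripts under 1000 bases (278) also lay higher, with a median of 0.22. Nuclear genes of oxidative phosphorylation were higher for 70 of 72 (median 0.24, camera adjusted p = 8.6e-10). T cell function genes lay lower for 14 of 24 (median −0.29, camera adjusted p = 0.016), among them Havcr2, the inhibitory receptor Tim-3 (143, 66.3 and 99.3), the cytokine Il22 (134, 64.6 and 99.6) and Foxp3, the regulator of regulatory T cells (120.3, 81.8 and 85.5), and 1 passed upward and 3 downward adjusted over the list alone. NRF2 targets (median 0.33, 13 of 20 higher, camera adjusted p = 0.016), ferroptosis (median 0.27, 17 of 25 higher, camera adjusted p = 0.025) and MHC class II genes (median 0.53, 6 of 7 higher, camera adjusted p = 0.032) lay higher too, and stem cell and Wnt targets lower (median −0.42, 9 of 17 lower, camera adjusted p = 0.016). Their medians in KO A and KO B were 0.44 and 0.09 for NRF2 targets, 0.73 and 0.40 for MHC class II and −0.39 and −0.20 for stem cell and Wnt targets. For T cell function genes, the sums do not separate levels within cells from the mix of clusters. The cluster led by Tnfrsf4 and Foxp3 held 34.0%, 19.3% and 23.3% of T and NK cells, and some of the same genes define it. The estimated share of free RNA in the UMIs of T and NK cells was 10.7%, 17.3% and 11.5%. In the same sums, innate lymphoid markers were lower in both KO libraries for 5 of 6 genes (median −0.51, 2 passed adjusted over the list alone), and markers of mast cells (7 of 7, median 1.45) and macrophages (5 of 7, median 1.18) were higher.

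Over 13460 genes tested in T and NK cells, edgeR called 6, all sex-linked: Ddx3y, Eif2s3y, Kdm5d and Uty rose, and Xist and its antisense partner Tsix fell. At an unadjusted p under 0.05 there were 1199 genes, and DESeq2 called 17. Genes of the rule that did not pass by edgeR included Rpl35 (522, 1191 and 1159.7 CPM, log2FC 1.17), Hgsnat (55.5, 88.9 and 143), Ccrl2 (56.9, 142 and 82.9), Lmo4 (80.8, 141 and 174) and Marcksl1 (32.1, 82.0 and 41.6) on the higher side. On the lower side were Spp1 (128, 33.5 and 19.2, log2FC −2.29), Kdm6a (155, 75.4 and 76.3), Plcl1 (104, 60.8 and 47.1), the IL-33 receptor Il1rl1 (107, 62.2 and 48.2) and the IL-1 receptor Il1r1 (157, 78.9 and 96.6). Among these genes of both sides, DESeq2 called Rpl35, Lmo4, Spp1 and Kdm6a. Hmox1 was at 3.08, 5.73 and 2.60 (0.42, edgeR adjusted p = 0.82). The largest cluster was led by Tnfrsf4 and Foxp3 in control B, by Ccl5 and Xcl1 in KO A and by Themis and Cd28 in KO B. Library depth per cell was lowest in KO A.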

Values the study reported

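The study reported 23,698 high-quality cells over all of its samples after quality control and removal of multiplets. Its clustering first gave 18 populations.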

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

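The tests of free RNA and of sex below were chosen after the result was seen.

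Several genes lay on opposite sides in epithelial cells and in neutrophils of the same libraries, in both KO libraries each time. The difference between these cell types was not tested gene by gene, and the edgeR test of epithelial cells against all other cells called none of these genes. The difference in log2 fold change, epithelial minus neutrophil, was 5.20 for Ly6g, which stood at 22.1, 108 and 86.5 CPM in epithelial cells and at 241, 21.0 and 37.0 in neutrophils. For Anxa1 it was 2.51, with 350.4, 859 and 534 CPM against 570.4, 222 and 178. Lcn2 differed by 2.42, with 323, 507 and 371 against 2415, 552 and 673. For Prdx5, a peroxiredoxin, the difference was 0.97, with 193, 273 and 225 against 1634, 791 and 1366. Spp1 went the other way at −1.79, with 119.8, 64.4 and 24.6 in epithelial cells against 289, 389 and 348 in neutrophils, but free RNA gave an estimated 15.4%, 92.0% and 77.5% of its epithelial UMIs, and the epithelial log2 fold change moved from −1.43 to −4.19 without it, while the neutrophil value turned to −0.13 with equal weight for clusters made without integration.

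The study genes higher in KO epithelial cells were weighed for RNA of other cells, since neutrophils outnumber epithelial cells in every library. With the free RNA estimate subtracted, 26 of the 33 genes stated as higher that still had UMIs lay above control B in both KO libraries (exact 95% interval 61.1% to 91.0%, which takes genes as independent), against 32 of 34 before, and this argues against free RNA as the whole cause. It stays open for genes where it covered much of the KO minus control difference: Ccl3 (165% and 230.1% in KO A and KO B), Il1a (149% and 93.7%), Ptgs2 (115% and 71.2%), Slc7a11 (71.6% and 68.2%), Tnfaip2 (80.0% and 52.1%), Gadd45b (152% and 157%), Dusp1 (183% and 72.1%), Btg1 (119% and 91.4%), Dnajb9 (286% and 57.7%), and Il1b (147%) and Cdkn1a (77.2%) in KO A. Sex of the mice cannot be told apart from genotype for any of the study genes, because 0 of 3 libraries separate them, and the loss of epithelial Hmox1, the difference the design names, stays open beside it, untested.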

How the results depend on the processing

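Of the alternatives, those with doublets by the score of Scrublet, epithelial cells without a neutrophil marker UMI, neutrophils with few hemoglobin UMIs or without granule-rich cells or their cluster, and equal weights for clusters (made with or without integration) were tests chosen after the data were examined. No paired analysis was possible because the groups with a matrix share only the letter B.

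Over all alternatives, 1404 values of single genes were counted as unchanged, 93 newly passed (mostly with DESeq2 or without a filter on low counts), 20 no longer passed and 18 turned. The causes were not tested. Values with a KO library left out have no test, and were counted as turned only for genes that passed in the main fit. Oxr1 in epithelial cells, at 0.17 in the main fit and −0.029 in KO B, was thus not counted as turned. The count of 18 is therefore a minimum. Genes changed in epithelial cells numbered 5, but 3 at 10% mitochondrial UMIs, 2 with doublets kept, 1 with doublets by Scrublet, 3 with DESeq2 size factors, 475 without a filter on low counts, 77 with DESeq2 and 21 in cells without a neutrophil marker UMI. In neutrophils 482 (176 higher, 306 lower) became 885 with doublets kept, 175 without integration, 726 with doublets by Scrublet, 112 (22 higher, 90 lower) with DESeq2 size factors, 1348 without a filter, 1340 with equal cluster weight and 883 with equal weight for clusters made without integration. Of the 482, 175 were called in the same direction without integration and 112 with size factors. Monocytes and macrophages had 11 genes, but 25 at 10% mitochondrial UMIs, 3 with doublets kept, 3 without integration, 715 without a filter and 69 with DESeq2. T and NK cells had 6, but 10 without integration, 3 with doublets by Scrublet, 67 without a filter and 17 with DESeq2. For epithelial cells against all others, 0 genes became 1 without a filter. Gene lists called went from 18 to 0 with an estimated correlation and stayed between 12 and 18 elsewhere. The study genes on the stated side numbered 37 of 47, 39 with doublets kept, and 31 of 46 with free RNA subtracted, which left 1 gene without UMIs. The epithelial share differed by −4.06 points, and by −3.00 with at least 500 genes. KO minus control, the share of cycling epithelial cells was −1.85 points, −3.46 at 10% mitochondrial UMIs, −3.00 with doublets kept, −3.04 without integration and −3.59 without thinning.

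Hmox1 in epithelial cells turned from 0.43 to −0.68 with free RNA subtracted, as did Gadd45b (−0.23), Dusp1 (−0.32), Il1a (−0.32), Il1b (−11.82), Ptgs2 (−0.082) and the NF-kB list (−0.033), where no Il1b was left in KO. In cells without a neutrophil marker UMI, Mptx1 (6.26, with almost no UMIs in control B), Defa32 (1.90), Spink1 (1.03) and Hspd1 (0.088) turned, and in the largest subcluster Spink1 (1.30) and Tgfbi (0.13). Tgfbi also turned without integration (0.067), with doublets by Scrublet (0.44) and in thinned sums (0.089), Hspd1 with doublets kept (0.033) and by Scrublet (0.031), the S phase list with doublets kept (0.0087) and by Scrublet (0.037), Hsp90aa1 without a filter (−0.00032), and Spp1 in neutrophils with equal weight for clusters made without integration (−0.13).

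Leaving out a KO library gives 1 against 1, a value with no test. Over these, Hmox1 in epithelial cells ranged from −0.11 to 0.80 and study genes on the stated side from 39 to 41, with 37 for both. The difference in share changed sign with the library left out for neutrophils, B cells, conventional dendritic cells and basophils, and kept its sign for the other classes. At 2-fold, 46% of simulated changes were recovered in epithelial cells and 55% in neutrophils, at the depth of these libraries and with the fitted dispersion alone. Some measured epithelial differences over 4-fold, such as those of Defa30 (−2.21) and Reg3g (2.83), did not pass by edgeR, and whether they are true changes is not known. The simulated rates thus do not show that such changes would have been found. Thinning epithelial sums to the smallest total left 5 calls, as without it.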

Other observations

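The tests of sex and of a shift of whole libraries were chosen after the result was seen, as were all genes named in the next paragraphs; those of neutrophil mix, hemoglobin, granule-rich cells and their cluster, short transcripts and T cell mix were written before theirs.

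Markers of rare epithelial cell types were also measured. Dclk1 rose, and Trpm5, the taste-signaling channel of tuft cells, stood at 0.463, 4.76 and 4.65 CPM (12, 71 and 89 UMIs), but Pou2f3, the factor that specifies tuft cells, was at 5.02, 6.23 and 4.34 and the tuft cell actin-binding protein Avil at 45.6, 61.3 and 47.3. Of 4 tuft markers, 3 were higher in both KO libraries, and 2 passed adjusted over the list alone. St18, a zinc finger factor, had 1.003, 31.6 and 23.3 CPM (4.76, edgeR adjusted p = 0.14), and was called by DESeq2 alone. Pyy, a hormone of enteroendocrine cells, lay at 5.25, 0.469 and 0.261 CPM (136, 7 and 5 UMIs). Squamous markers were higher in both KO libraries for 4 of 7 genes, with Sprr1a, of the cornified envelope, at 21.7, 53.1 and 54.4.

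In T and NK cells the chemokine Ccl1, a ligand of Ccr8, stood at 3.79, 55.1 and 87.1 CPM (4.23). It did not pass by edgeR (adjusted p = 0.35), whereas DESeq2 called it. Among neutrophils, a cluster led by Osgin1, Nqo1, Ftl1 and Hmox1 had 532, 750.0 and 598 raw CPM of Hmox1, against 16.2, 28.2 and 23.9 in the cluster led by Retnlg. Rpl35 was higher in KO in all 4 classes tested, by 0.66 in epithelial cells, 0.83 in monocytes and macrophages, 1.17 in T and NK cells and 1.08 in neutrophils. By edgeR it passed in neutrophils alone (adjusted p = 0.030, but 0.061 without integration and 0.084 with DESeq2 size factors). DESeq2 called it in every class but epithelial cells. The difference between classes was not tested. Of 4 X-linked genes with Y-linked partners, none passed by edgeR, whereas DESeq2 called Kdm6a in monocytes and macrophages (adjusted p = 0.0016) and in T and NK cells (0.0057). Ddx3x was higher in KO neutrophils (489.6, 594 and 535 CPM, log2FC 0.21) and lower in the other classes, whereas the others were lower in each class: Kdm6a by −0.88, −0.60, −1.22 and −1.03 in epithelial cells, neutrophils, monocytes and macrophages, and T and NK cells, Eif2s3x by −0.57, −0.48, −0.50 and −0.63, and Kdm5c by −0.54, −0.60, −0.62 and −0.72.

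The filter left 22662 cells of the 24534 barcodes with at least 300 genes in 3 libraries, and 21239 after doublet removal. The study's total is over all of its samples, whereas these 3 libraries leave out control A. Clustering gave 19 clusters here.

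Genes lower in KO neutrophils had a median log2 fold change of −1.40. The median was −1.18 with equal weight for each cluster, −0.95 with equal weight for clusters made without integration, −1.39 without cells over 20 hemoglobin UMIs, −1.31 without the 1% of cells richest in Camp, Ngp and Ltf, and −1.21 without the cluster, made without integration, that is richest in them, which argues against each as the whole cause but leaves a part to cluster mix open. Equal weight set each cluster to its smallest library total, so the cluster richest in granule transcripts, with 207, 11 and 6 cells, weighed little there. That 1% held 79.6% of the granule UMIs in control B, against 38.6% and 40.8% in KO, and that cluster 93.6%, against 19.0% and 29.2%, so the size of the change in these genes leans on few cells: without the cluster Camp went from −6.24 to −0.85 and was no longer called (edgeR adjusted p = 0.17, and 6.8e-166 to 0.0046 over its other alternatives), whereas Retnlg still fell (−2.45, edgeR adjusted p = 7.4e-07, and 4.4e-43 to 0.0034 over its alternatives). A shift in neutrophil maturity in KO tumors is a hypothesis that was not tested. Sex cannot be told apart from genotype here either, since 0 of 3 libraries separate them.

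Ribosomal protein genes lay higher in KO T and NK cells by a median of 0.37. A candidate explanation is a bias toward short transcripts, because 278 other genes with transcripts under 1000 bases had a median of 0.22, and 84.2% of them were higher in both KO libraries, against −0.06 and 28.3% for 2899 longer genes. Short genes also lay above longer ones in monocytes and macrophages (0.13 against −0.02) and in epithelial cells (0.12 against 0.05), where ribosomal genes had medians of 0.07 and 0.05, and below them in neutrophils (−0.21 against −0.14), so short length alone did not bring ribosomal genes up in each class. Equal weight for each T and NK cluster left 0.31, and the highest median of the list in another class, 0.086, argues against a shift of whole libraries that moves these genes alike in every class. A biological rise in ribosomal genes, and sex, stay open and untested.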
